A study of Bos taurus with 2 samples. Its data were reported in "Telomere-to-telomere assemblies of cattle and sheep Y-chromosomes uncover divergent structure and gene content" (2024).

How the data were processed

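Lung DNA of cattle was sequenced on PacBio and ONT by the study, and 1 processed methylation file per platform was used here. For PacBio, the authors estimated a methylation probability at each CpG of the HiFi reads with Primrose (v1.3.0), aligned the reads with pbmm2 (v1.9.0) and summarised them per CpG with aligned_bam_to_cpg_scores (v2.3.2), which combines the strands. The deposited PacBio file gives for each CpG a modification score in percent, the count of covering reads, and estimated counts of modified and unmodified reads, which the authors' tool derives from its model. For ONT, the authors called 5-methylcytosine and 5-hydroxymethylcytosine with Dorado (v0.3.4), aligned with Winnowmap (v2.03) and summarised calls with modbam2bed (v0.6.3) after discarding calls between their thresholds for unmodified and modified bases. The deposited ONT file gives a percent value for each strand of each CpG and no read count, so its zeros cannot be divided into measured values and missing calls. The study states a replacement of missing values by 0 in its account of the PacBio data, and whether it was applied to the ONT values is not known. Exact zeros made up 1.88% of the ONT rows.

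The files run in opposite directions under one sequence name. The position of a CpG in the PacBio file and its position in the ONT file, counted from 0, always add up to 59455734. Under this mirror 100% of the PacBio CpGs had both ONT rows, while the best plain shift within 50 kb placed 2.05% of sampled ONT rows on a PacBio CpG. The ONT file runs from the short arm to the long arm but starts 20554 bp early relative to the assembly, as derived from the chromosome length in the study. This placement was checked in other ways. The ends of 12 PAR genes coincided with the most CpGs at a shift of 20500 bp, with 64.0 CpGs per 1 kb against 37.0 at no shift. The largest fall of PacBio depth near the PAR boundary, by 34 reads per CpG, lay 1380 bp from the boundary of the study. The left edge of the CpG-dense array lay 3033 bp from that of the centromere interval. The right edge lay 27911 bp away, which is more than the shift of 20554 bp, so that edge cannot test the shift. All positions were converted to the assembly's direction. The ONT data held 193 CpGs without a PacBio row, between 59184679 and 59198232.

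The PacBio level is the score column, and the ONT level is the mean of the 2 strand rows. Which ONT row belongs to the plus and which to the minus strand was assigned on the assumption that each row sits at the cytosine of its strand. CpGs with at least 10 PacBio reads were used for both platforms, because no ONT depth was at hand to filter on. For the same reason the planned Fisher's exact test per site was not run, and no ONT depth by region is given. Region boundaries were those of the study's chromosome table. Bins of 5 kb with at least 5 CpGs were averaged without weights, and a bin counted for a region only if it lay wholly inside it. Intervals at 95% came from 2000 draws of a bootstrap over blocks of 100 kb. The contrast of the centromere with each flank of 500 kb was ranked among all circular placements in steps of 1 bin. Dips were runs of at least 4 bins below 0.5 times the median centromere bin, and runs separated by at most 2 bins were joined. For methylation at genes, the gene table of the ARS-UCD2.0 assembly was used. It gives no strand, so the planned window around the gene start became windows of 1 kb on both sides of each gene end, and gene bodies began 2 kb inside both ends. Of 235 protein-coding genes on the Y, 234 had at least 5 CpGs. The table gives 220 of the protein-coding genes, in the PAR and the MSY, only LOC symbols and names no family for them, so family means over copies were not computed and the 4 copies with a family name are given. The table holds fewer protein-coding genes in the PAR than the study counted there, and all of the 12 it holds lie at the outer end of the region. GPR143 is not analysed here. Groups of genes were compared by two-sided permutation tests with 100000 resamples. Genes were named by a rule, namely the landmark genes, the named family copies, and the 3 lowest and 3 highest protein-coding genes on PacBio among those in the same quintile of the ONT ranking. Dips were named if within 1 Mb of the centromere, and otherwise the 3 longest, where 2 PacBio dips tied at 40 kb. The gene, dip and region rules, the tests and most alternative settings were fixed before the data were examined, apart from the change of gene windows and the settings named as later choices in the closing section.

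The alternatives were a coverage minimum of 4 or 20 reads, bins of 10 kb, read-weighted bins, missing values set to 0, separate ONT strand rows, levels from the estimated counts, exclusion of extreme depth, flanks of 250 kb or 1 Mb, dip factors of 0.4 or 0.6, dip runs of at least 2 or 8 bins, mean depth, and gene windows of 500 bp. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The scripts were tested on simulated data built on the real CpG positions. Regional means were recovered within 0.0367 points on PacBio and 0.0667 points on ONT, and 5 of 5 dips put in were found with exact ends and 0 others were called. Each simulated region had 1 flat level and the dips lay far below the threshold. That result therefore checks the code and not how often the rule calls dips in real bins. The slope test for strand differences gave 0.478 where 0.5 was put in and -0.000258 where 0 was put in. The permutation test called 44 of 1000 simulated gene sets without a difference at p below 0.05. The simulated genes were independent, so tandem copies were not covered by this check. Runs of CpG spacings from turned copies of a simulated repeat were found backwards in 82.1% of cases and forwards in 0%.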

Results

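CpG methylation of the cattle Y chromosome was measured in lung DNA on 2 long-read platforms, PacBio HiFi and Oxford Nanopore Technologies (ONT), with 1 library per platform. The platforms are the only groups, and since each holds a single library no test across samples could be made. The intervals given below therefore describe variation along the chromosome within a library and not variation between animals or libraries. The PacBio data held 975164 CpG sites with 42078898 read observations over them. The median depth was 40 reads per CpG, the 5th percentile was 20 and the 95th percentile was 83. Of these sites, 974748 had at least 10 reads and were used, and 416 fell below that minimum. The ONT data held 1950714 rows, which is 1 row per strand for each of 975357 CpG sites. The ONT depth is unknown, because its values are percentages without read counts. Positions are given on chromosome Y of the ARS-UCD2.0 assembly, counted from the end of the short arm.

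The first comparison asked how closely the platforms matched at the same sites. Across 974748 CpG sites Pearson's r was 0.790 (95% block bootstrap interval 0.772 to 0.810) and Spearman's rho was 0.740 (0.718 to 0.764). Across 11882 bins of 5 kb the values were 0.919 (0.905 to 0.930) and 0.919 (0.905 to 0.931). These correlations run across sites and bins of one chromosome, which are not independent replicates. The setting that lowered the correlation across sites most, among those that kept the sites matched, treated each ONT strand row as a site of its own, and r was then 0.698. ONT levels were lower than PacBio levels. The mean difference, ONT minus PacBio, was -13.0 percentage points (-13.9 to -12.0), from a mean of 67.2% on PacBio and 54.2% on ONT. The ONT value was the lower one at 80.4% of the sites. The offset moved most with the strand row used, and was -10.3 points from the row of the minus strand and -15.7 points from the row of the plus strand. The difference was not uniform along the chromosome. It was -9.86 points (-10.2 to -9.50) in the pseudoautosomal region (PAR), -10.7 points (-11.6 to -9.91) in the male-specific region (MSY) outside the centromere, and -25.1 points (-25.7 to -24.4) in the centromere.

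Methylation of the chromosome's main regions was then compared, as the mean over 5 kb bins. The PAR had a PacBio level of 76.9% (75.6 to 78.2) and an ONT level of 66.7% (65.5 to 67.9) over 1357 bins. The MSY outside the centromere had 53.6% (52.6 to 54.6) on PacBio and 44.4% (43.5 to 45.3) on ONT over 10014 bins. Within it, the side of the short arm stood at 74.0% (71.8 to 76.0) and 64.6% (62.4 to 66.6), and the side of the long arm at 50.2% (49.5 to 50.9) and 40.9% (40.5 to 41.4). The centromere, in bins from 14125001 to 16645000, had 80.6% (79.8 to 81.4) on PacBio and 55.5% (54.6 to 56.4) on ONT over 504 bins. The order of the centromere and the PAR thus differed by platform. The PacBio level of the centromere lay 3.72 points (2.21 to 5.23) above the PAR and the ONT level 11.2 points below it, a difference of -11.2 points (-12.7 to -9.71). Among the alternatives that kept positions in the assembly's direction, the ONT centromere level moved most with the strand row used. It was 64.3% from the row of the minus strand and 46.7% from the row of the plus strand.

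**Figure D1:**
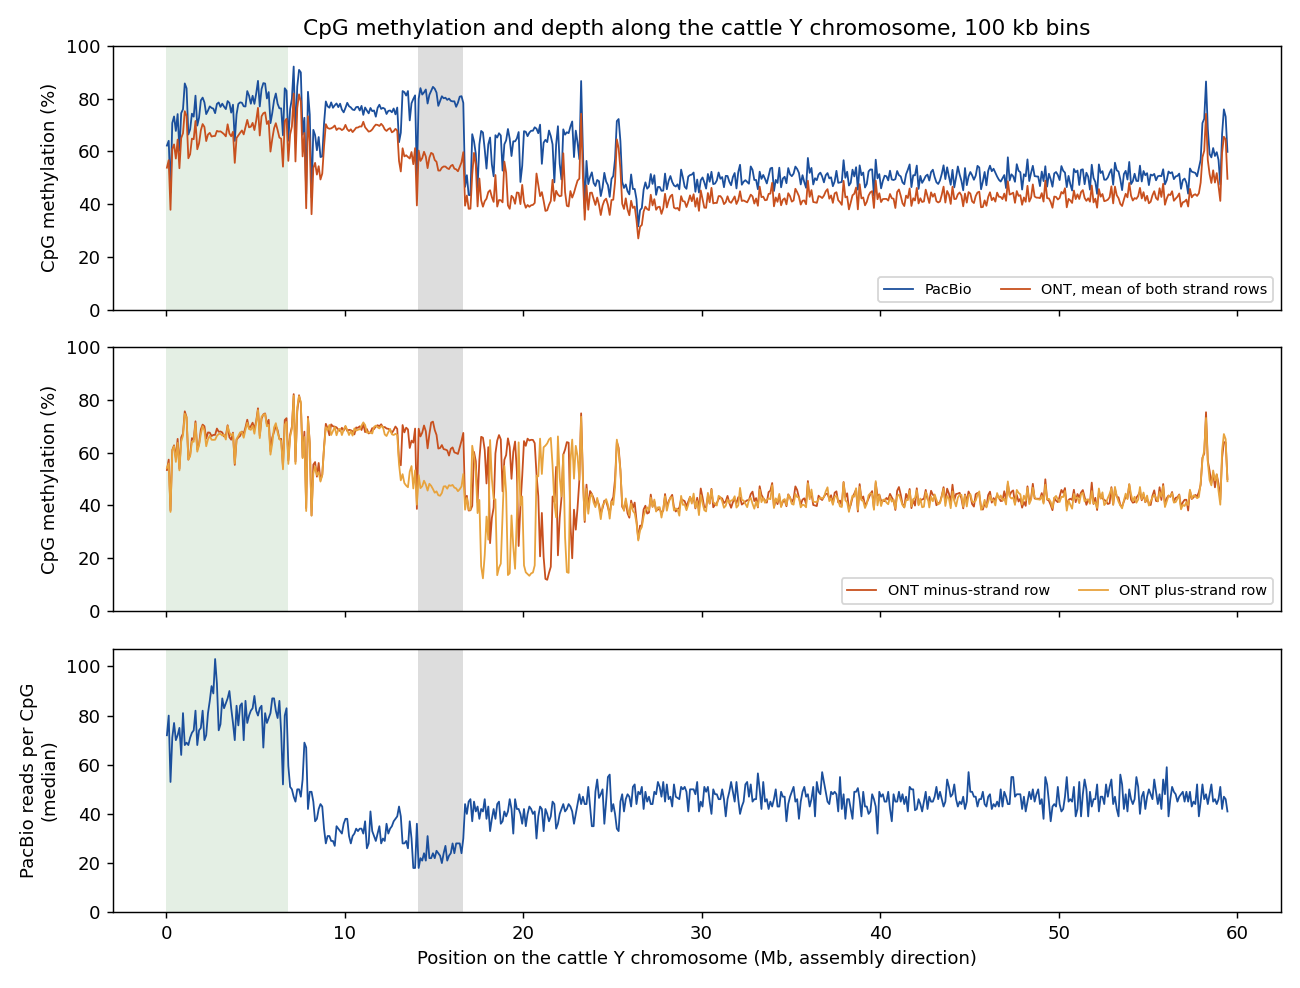
CpG methylation in percent (upper and middle panels) and PacBio median reads per CpG (lower panel) in 100 kb bins against position in Mb, with the PAR shaded green and the centromere grey. The upper panel shows PacBio above ONT, most of all in the centromere, and the middle panel shows the ONT minus-strand and plus-strand rows, which part from about the centromere to 24 Mb and lie together elsewhere.

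**Figure D2:**
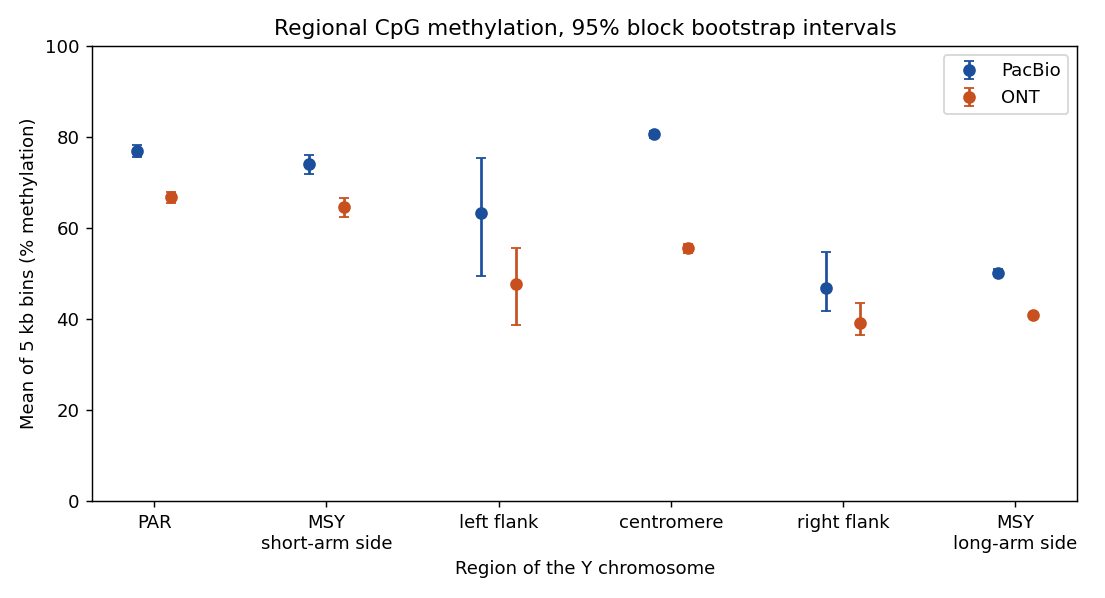
Mean methylation of 5 kb bins in percent for PacBio and ONT in 6 regions, where bars are 95% block bootstrap intervals. The centromere is the highest PacBio region at 80.6%, whereas on ONT it stands at 55.5%, under the 66.7% of the PAR.

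The stated purpose of the measurement was to locate the centromere by a local dip in methylation, so the centromere was compared with the 500 kb on either side. The left flank had a PacBio level of 63.4% (49.4 to 75.4) and an ONT level of 47.7% (38.8 to 55.7). The right flank had 46.9% (41.9 to 54.8) and 39.1% (36.5 to 43.6). On PacBio the centromere exceeded the left flank by 17.2 points (4.99 to 31.7) and the right flank by 33.7 points (25.5 to 38.7). Differences at least as large arose in 47 and 9 of the 11895 circular placements of the same windows along the chromosome. Neighbouring placements overlap almost wholly and the observed one is counted, so these counts are not p-values. Each flank held only 6 blocks for the bootstrap, so its intervals are rough. These contrasts give each bin equal weight, and over CpGs they were smaller. The PacBio mean over CpGs was 80.8% in the centromere, 77.1% in the left flank and 59.1% in the right flank. On ONT the centromere exceeded the right flank by 16.4 points (11.6 to 19.2), with 102 of 11895 placements as large. The ONT difference from the left flank was 7.81 points, with 694 of 11895 placements as large, and its interval from -0.0544 to 17.2 included 0. Over CpGs the order was reversed, with an ONT mean of 55.8% in the centromere and 56.9% in the left flank. The right flank stood at 47.5% on ONT over CpGs. In the long arm from the centromere to 24 Mb, which includes the right flank, the ONT strand rows differed by a mean absolute 25.2 points per bin. The ONT level of that stretch thus averages unlike rows. In the right flank alone the row means were close, at 38.2% on the minus strand and 40.1% on the plus strand. The absolute gap per bin was not computed for the flank. The right flank held few CpGs, with a median of 39 per bin against 299 in the centromere. The PacBio level of the whole long-arm MSY, 50.2%, lay within the interval of the right flank, whereas that of the rest of the long arm up to 24 Mb, 60.9% with a median of 91 CpGs per bin, lay above it. Among settings that kept positions in the assembly's direction, single ONT strand rows moved these contrasts most. The ONT centromere exceeded the right flank by 26.1 points (21.3 to 29.7) on the row of the minus strand and by 6.62 points on that of the plus strand, with an interval from -1.75 to 10.5 that included 0. The PacBio contrasts moved most with flanks of 1 Mb, with which the centromere exceeded the left flank by 10.4 points. Inside the centromere the bins varied little. The standard deviation over bins was 2.99 points on PacBio and 2.90 points on ONT, and the lowest PacBio bin, at 15285001 to 15290000, still had 72.6%. The lowest ONT bin, at 15360001 to 15365000, had 49.0%.

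Dips were called as runs of at least 4 bins below 0.5 times the median level of the centromere, which put the threshold at 40.2% on PacBio and 27.5% on ONT. No bin of the centromere interval fell below the threshold on either platform. Within 1 Mb of the interval PacBio had 3 dips. The first, at 13130001 to 13155000 on the side of the short arm, overlapped the gene LOC132344428 and had a PacBio level of 37.6% and an ONT level of 32.1%. The second, at 16730001 to 16750000, contained no annotated gene and had 30.4% on PacBio and 30.5% on ONT. The third, at 17430001 to 17450000, overlapped LOC132344482 and LOC132344435 and had 31.1% and 27.6%. Each held between 116 and 145 CpGs. ONT had 0 dips within 1 Mb, so 0 kb of dip were shared there. This difference depended on the ONT threshold, which follows the ONT level of the centromere, and the ONT levels of the 3 PacBio dips, from 27.6% to 32.1%, lay above it. With thresholds of 0.5 times the PAR median, chosen after the data were seen, at 39.5% on PacBio and 34.4% on ONT, each platform had 3 dips within 1 Mb and 20 kb were shared. On the chromosome PacBio then had 16 dips and ONT 26. Under the centromere thresholds PacBio had 17 dips over the whole chromosome and ONT 3, with 150 kb in common, and 15.3% of all bins on PacBio and 4.98% on ONT were below the threshold. The longest PacBio dip spanned 140 kb at 26410001 to 26550000, contained no annotated gene and had 24.8% on PacBio and 21.3% on ONT. Next in length were dips of 40 kb at 26335001 to 26375000 and at 26635001 to 26675000. The ONT dips lay at 26445001 to 26550000, at 26335001 to 26360000, and in the PAR at 280001 to 300000. These counts depended on the rule. With runs of at least 2 bins PacBio had 14 dips within 1 Mb and 327 on the chromosome, and ONT had 3 and 41.

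**Figure D3:**
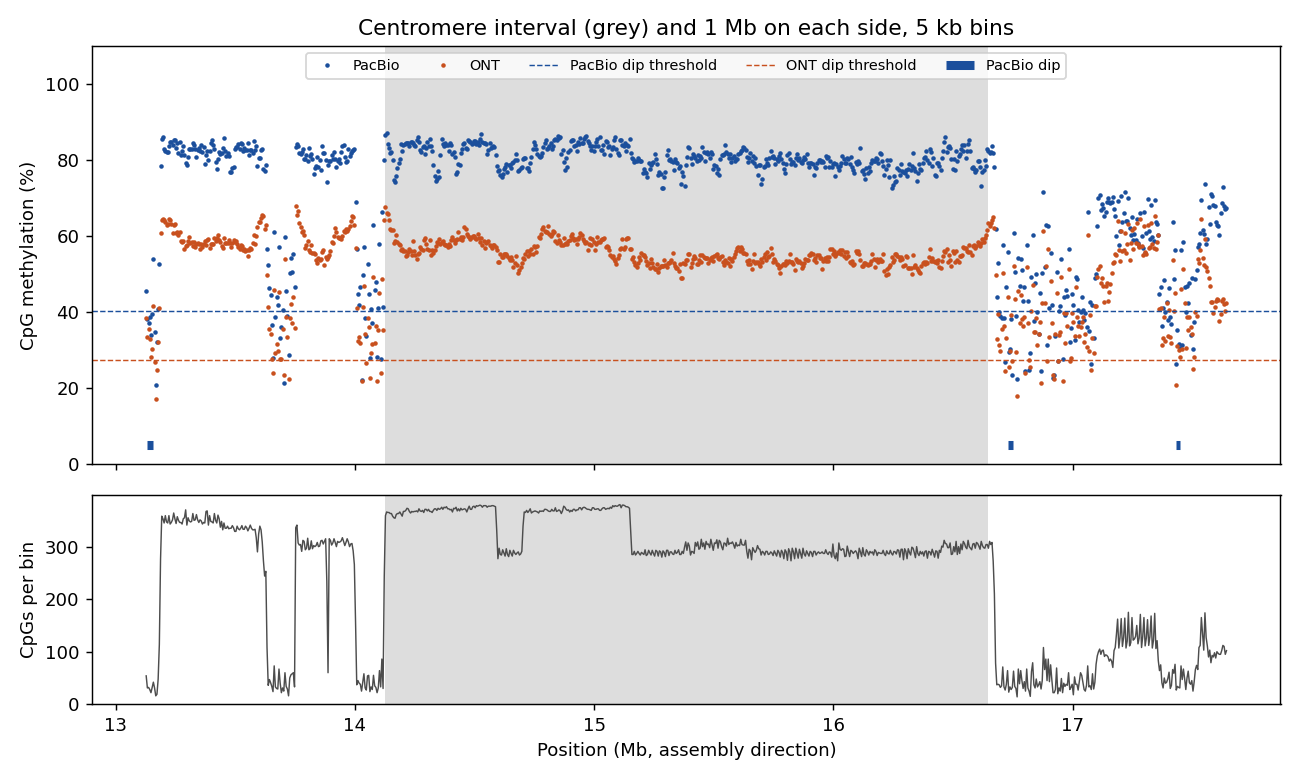
Methylation in percent (upper panel) and the number of CpGs (lower panel) in 5 kb bins against position in Mb over the centromere interval, shaded grey, and 1 Mb on each side, where points are bins of PacBio and ONT, dashed lines are the dip thresholds of 40.2% and 27.5%, and blue bars are the 3 PacBio dips. All bins below the thresholds lie outside the interval, and CpGs are few to its right, with a median of 39 per bin in the right flank against 233 in the left flank.

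Depth behind these values differed by region. The PacBio median was 78 reads per CpG in the PAR, 41 in the MSY outside the centromere, 24 in the centromere, 21 in the left flank and 39 in the right flank. Relative to the MSY outside the centromere these are ratios of 1.902 (1.83 to 2) for the PAR, 0.585 (0.548 to 0.625) for the centromere, 0.512 (0.450 to 0.854) for the left flank and 0.951 (0.854 to 1.075) for the right flank. With mean in place of median depth the ratio that moved most was that of the left flank, to 0.558. A typical centromere CpG with 24 reads had 22 estimated as modified, a level of 91.7% with a Wilson 95% interval from 74.2% to 97.7%. A PAR CpG with 78 reads had 69, a level of 88.5% (79.5 to 93.8). Such intervals cover counting error only.

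Gene ends were compared between the PAR and the MSY for protein-coding genes, in windows of 1 kb around both ends of each gene. In short MSY genes, such as SRY, the windows met and covered the whole gene. A gene body could be read in only 74 of the 222 MSY genes but in all 12 PAR genes. The comparison thus partly sets gene ends in the PAR against whole genes in the MSY. The 12 PAR genes had a mean PacBio level of 40.9% ± 19.4 (SD over genes) and the 222 MSY genes 62.1% ± 16.8. The difference of -21.2 points had a two-sided permutation p of 9.0e-05, or 0.00018 after Benjamini-Hochberg adjustment over the 2 platforms. On ONT the means were 35.6% ± 17.4 and 53.7% ± 15.7, a difference of -18.0 points with a permutation p of 0.00020, also 0.00020 after adjustment. Windows of 500 bp moved the PacBio difference most among the settings in the assembly's direction, to -26.1 points. Genes of one library are not replicates of an animal, and the test describes these libraries. All 12 PAR genes lay between 34576 and 849342, at the outer end of the region, so the PAR means do not describe genes nearer the boundary with the MSY. MSY genes were also not alike. At 6878364 to 8126092 PacBio levels were low at LOC132344466 (10.8%), LOC100335202 (12.6%), LOC132342139 (14.1%), LOC132344468 (14.3%), ZFY (15.7%), DDX3Y (30.1%) and ZRSR2Y (32.3%). They were high at EIF1AY (82.5%), LOC132344467 (78.9%), LOC132344423 (78.2%) and USP9Y (75.4%). The MSY mean thus averages unlike genes. Many MSY genes are tandem copies. When genes were averaged within 100 kb blocks, an analysis chosen after the data were seen, the 5 PAR blocks and 129 MSY blocks differed by -16.8 points on PacBio (permutation p of 0.0265) and by -13.8 points on ONT (permutation p of 0.0453). Gene bodies of the PAR stood at 70.3% on PacBio and 61.5% on ONT over 12 genes, and those of the MSY at 63.1% and 52.8% over 74 genes. CpGs outside genes stood at 75.2% and 65.2% in the PAR and at 62.1% and 51.3% in the MSY.

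Of the landmark genes, PLCXD1, at 34576 to 50731 in the PAR, had 60.7% on PacBio and 52.6% on ONT at its ends over 130 CpGs. The sex-determining gene SRY, at 58122906 to 58123595, had 57.1% and 45.7% over 38 CpGs. Among the ampliconic families, single named copies were read. TSPY, at 9169601 to 9172796, had 78.9% on PacBio and 70.6% on ONT, and RBMY, at 59144453 to 59157810, had 78.5% and 67.7%. ZNF280BY, at 28864373 to 28875413, had 66.3% and 54.1%, and HSFY2, at 33183479 to 33185329, had 52.0% and 41.2% over 29 CpGs. With windows of 500 bp the ONT level of HSFY2 was 33.02% and the PacBio level of RBMY was 83.6%. The lowest gene was LOC132344459 in the PAR, at 287024 to 298821, with 4.48% on PacBio and 1.91% on ONT over 355 CpGs, at a mean depth of 34.2 reads. LOC132344426, at 13023294 to 13029277, followed with 8.86% and 11.9% over 15 CpGs, and LOC132344466, at 7437959 to 7623372, with 10.8% and 8.66% over 93 CpGs. The highest were LOC132344531, at 59240207 to 59253561, with 82.8% and 68.7%, LOC132344576, at 9236322 to 9238454, with 82.8% and 69.4%, and EIF1AY, at 6878364 to 6894899, with 82.5% and 72.8%.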

Values the study reported

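The study placed the cattle centromere in an array of about 2.5 Mb, built from 364 copies of a higher order repeat of 3.7 kb that in turn contains a monomer of 73 bp. Copies of the higher order repeat shared 95–98% of their sequence. The study located the methylation dips at the flanks of this array and reported that they coincided with enrichment of the centromere protein A. Its supplement places this enrichment at the right flank. The study defined its dips by eye as a local fall against the sequence around them, unlike the runs of bins used here. It took the centromere protein A signal from muscle satellite cells of an Angus calf, not from the lung sequenced here. It gave the cattle pseudoautosomal region a length of 6,822,380 bp and placed SRY at 58,122,906 bp.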

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

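All tests below were chosen after the result they bear on was seen, except the comparison of CpG spacings in the long arm. That comparison was set out beforehand as a ratio of backward to forward matches. Because no forward match was found, the percent found backwards decided it instead, a change made after its result was seen. The limit of 24 Mb for the stretch was also set after the profile was seen.

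The contrast of the centromere with the PAR had opposite signs on the platforms. The centromere was 3.72 points above the PAR on PacBio, and on ONT the difference was -11.2 points. The difference between the platforms was not tested, since each has 1 library. The groups are sequencing platforms applied to one tissue, and no biological explanation was tested. Several technical explanations were examined, and none of those tested accounted for the whole contrast. Zeros standing for missing ONT values, if there are any, did not account for it, since the ONT difference was -11.3 points (-12.7 to -9.80) without CpGs that had a row at 0. Low PacBio depth did not either. Over CpGs instead of bins, all centromere CpGs were 5.997 points above the PAR, and those with at least 30 reads were 5.54 points (3.22 to 8.27) above it. Centromere CpGs with 10 to 19 reads stood at 81.3% and those with at least 30 reads at 80.4%. A single compression of the ONT scale would give equal ONT levels at equal PacBio levels. At a PacBio level of 80 to 90%, however, PAR CpGs were 15.4 points (14.6 to 16.2) higher on ONT than centromere CpGs. High CpG density alone did not account for it. In 751 bins of the short-arm MSY with at least 200 CpGs, over 1 Mb from the centromere, ONT minus PacBio was -7.54 points (-7.98 to -7.05), against -25.1 points in centromere bins. The row of the minus strand alone gave -2.79 points (-4.78 to -0.793). Most of the ONT deficit in the centromere thus lay in the plus-strand row, yet the sign persisted on the other. Errors of the ONT model that depend on sequence, on both strands, and errors of the PacBio model in the array remain open. These could not be separated without another kind of measurement. The effects of calling 5-hydroxymethylcytosine on ONT, and of discarding ONT calls between the thresholds, were not examined either.

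The ONT strand rows, which the comparisons use as their mean, differed in the centromere. The minus-strand row stood at 64.3% and the plus-strand row at 46.7%, a gap of 17.6 points (16.1 to 19.1) over 504 bins. In the PAR the gap was 0.718 points and in the long arm beyond 24 Mb it was 0.413 points. Zeros standing for missing values, if there are any, did not produce it, because the gap was 16.7 points (15.2 to 18.3) without CpGs that had a row at 0. CpGs in the centromere recurred at a distance of 1684 bp, with 71517 pairs against a median of 10345 pairs over distances from 20 bp to 20 kb. Strand differences of CpGs at that distance had a correlation of 0.625, and at 2 times that distance it was 0.618. At distances away from its multiples the correlation was 0.0209. A candidate explanation is that base calling on one strand depends on the sequence around the CpG. A methylation difference between strands that follows the sequence, and reads shared between repeat copies, would also give this correlation and were not excluded in the centromere.

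In the long arm next to the centromere, up to 24 Mb, the strand rows parted further and in both directions. The mean absolute gap over 1470 bins was 25.2 points (20.9 to 29.6), the minus-strand row was higher by at least 20 points in 486 bins and the plus-strand row in 287 bins. Beyond 24 Mb 0 bins had such a gap. Without CpGs that had a row at 0 the mean absolute gap was still 23.8 points (19.9 to 27.8). The sign of the gap was compared with the direction of a repeated sequence. Runs of 5 CpG spacings from bins with a low minus-strand row recurred in bins with a low plus-strand row in 24.05% of cases when read backwards, and in 0 of 25108 cases when read forwards. PAR runs recurred in 0% of cases in either direction, which shows how rare chance matches of this length are. Between alternate bins with a low plus-strand row 60.6% of runs recurred forwards. With shorter runs of 3 spacings the shares were 50.3% backwards and 2.71% forwards, against 0.717% and 0.677% for the PAR. Centromere runs of 5 spacings recurred there in 0% of cases. If the strands truly differed in methylation, the PacBio level, which combines both, would not part from the ONT mean as the gap widens. PacBio minus ONT instead rose by 0.413 points (0.393 to 0.431) per point of gap, which argues against a true difference as the whole cause. A low reading on 1 strand alone would give 0.5, which is outside the interval. On simulated data the test gave 0.478 for that case, so it reads slightly low. That value is also above the interval, so this bias does not close the gap. Whether a low reading on 1 strand has a part in the gap is not settled. A candidate explanation for part of the gap is that the ONT values of 1 strand are too low in a repeat that lies in both directions here. Reads placed on the wrong repeat copy remain untested, and no biological explanation was tested for the strand rows here or in the centromere.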

How the results depend on the processing

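No paired analysis was possible because each platform has 1 library. Positions as each file gives them, the omission of ONT zeros, single ONT strand rows, block-averaged genes, joining of runs before the length minimum and dip thresholds from the PAR were chosen after seeing the data. Of 268 alternative values for 39 results, 209 stayed within the 95% interval, within 1.5 times the original count or length, or on their side of the test threshold, 54 moved and 5 changed sign. The cause was not tested unless stated.

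All values under coverage minimums of 4 and 20 reads, flanks of 250 kb and 1 Mb, missing values set to 0, exclusion of extreme depth, mean depth and block-averaged genes were the same by these criteria. Some intervals for the left flank nevertheless crossed 0 differently. With flanks of 250 kb the PacBio contrast was 17.3 points (-0.155 to 35.4), and the ONT contrast was 9.69 points (0.617 to 17.7) with at least 20 reads and 12.7 points (1.86 to 25.5) on the minus-strand row. The minimum of 4 reads removes no site, as the lowest depth was 4, and it returns only 416 CpGs, so it and the setting without a minimum test little. Setting missing values to 0 gave a PacBio level of 0 to the 193 CpGs without a PacBio row and added them to both platforms, and no other value was marked as missing.

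Levels from the estimated counts raised the PacBio centromere to 82.3%, and read-weighted bins raised it to 82.3% as well and gave 5 PacBio dips within 1 Mb and 32 on the chromosome. Separate ONT strand rows lowered Pearson's r over sites to 0.698 and rho to 0.668. The minus-strand row gave an offset of -10.3 points and 64.3% in the ONT centromere, and the plus-strand row gave -15.7 points and 46.7%. The ONT centromere minus right flank was 26.1 points on the minus-strand row and 6.62 points (-1.75 to 10.5) on the plus-strand row. Without ONT zeros the ONT level of the MSY outside the centromere was 45.4%, and PacBio dips, within the tolerance for counts, fell to 12 on the chromosome and 2 within 1 Mb. With windows of 500 bp the HSFY2 level was 33.02% on ONT, and the RBMY level was 83.6% on PacBio and 72.4% on ONT.

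The dip counts depended on the rule. Within 1 Mb, PacBio dips numbered 0 with bins of 10 kb, 0 with a factor of 0.4, 11 with 0.6, 14 with runs of at least 2 bins, 0 with at least 8, and 13 when runs were joined first. On the chromosome the PacBio counts were 2, 4, 240, 327, 3 and 246 in that order. ONT dips within 1 Mb numbered 2 with a factor of 0.6, 3 with runs of at least 2 bins and 5 when joined first. ONT dips on the chromosome numbered 16, 41 and 21 under these settings, 1 with bins of 10 kb and 1 with runs of at least 8. Dips shared within 1 Mb covered 20 kb, 35 kb and 125 kb under a factor of 0.6, runs of at least 2 bins and joining first, and on the chromosome 515 kb, 620 kb and 715 kb. Within the tolerance, shared dips on the chromosome covered 100 kb with bins of 10 kb and with a factor of 0.4, and 105 kb with runs of at least 8 bins. With thresholds from the PAR median ONT dips numbered 3 within 1 Mb and 26 on the chromosome, and shared dips covered 20 kb and 345 kb, because the ONT threshold rose from 27.5% to 34.4%. A factor or length minimum admits or removes runs by its construction.

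Taking positions as each file gives them sets different sequence side by side, which is the cause of the following values. Pearson's r over bins became -0.201 and rho -0.179. PacBio levels became 51.7% in the PAR, 58.7% in the MSY outside the centromere, 47.8% in the centromere and 48.0% in the left flank. The PacBio centromere differed from the left flank by -0.205 points and from the right flank by 0.454 points. PacBio dips numbered 0 within 1 Mb and 2 on the chromosome, and 0 kb were shared with ONT on the chromosome. PAR gene ends were higher than MSY gene ends by 6.80 points on PacBio and 14.6 points on ONT.

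Read-weighted ONT bins and ONT levels over all reads were not run, because the ONT values carry no read counts. This also leaves the precision of every ONT value unknown.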

Other observations

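The 4 tests of the right flank, the test of PAR depth and the second test of CpG number at gene ends were chosen after the results they bear on were seen, as was the stretch of 140 kb, and only the first test of CpG number was set out beforehand.

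The low bin means right of the centromere were compared with the rest of the long arm. The PacBio level of the right flank minus that of long-arm bins with similar CpG counts was -3.63 points (-5.76 to 0.275), and 22.6% of the 8462 windows of 500 kb on the long arm were as low. Against the whole long arm, then, the flank was not unusual in bins. Over CpGs the flank was higher, at 59.1% on PacBio and 47.5% on ONT, against 54.5% and 43.5% in the whole long-arm MSY. The nearer surroundings of the flank differ, because the rest of the long arm up to 24 Mb had a PacBio level of 60.9% over 1371 bins. The flank minus that stretch was -14.0 points (-19.3 to -4.92), and among bins with similar CpG counts in that stretch the difference was -5.75 points (-8.22 to -1.06). In bin means the flank was thus lower than its neighbourhood, and a smaller difference was left at similar CpG counts. Whether few CpGs account for all of it cannot be told apart with these intervals. No biological explanation was tested, and centromere protein A data are not analysed here.

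The spacing at which CpGs recurred in the centromere was 1684 bp. That is lower than the repeat length quoted from the study above, and the measures differ, since this one uses CpG positions alone.

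PAR gene ends had more CpGs than MSY gene ends, with medians of 205.5 and 81.5. Only 1 MSY gene reached the PAR median, and its PacBio level was 14.1%. Of the MSY genes, 50 reached the lower quartile of the PAR, and their PacBio mean was 77.4% (74.5 to 79.1), while the 9 PAR genes at or above it had 31.9%. These 50 genes lie at 3 loci. One is a cluster of 44 genes at 9169601 to 10382452 with a PacBio mean of 78.8%, another a cluster of 5 genes at 25338829 to 25386424 with 77.7%, and the last is the gene with 14.1%. That so few loci leave the question open was decided after this clustering was seen. Both clusters run against CpG number as an explanation and the single gene runs with it, so with 3 loci its part in the difference between PAR and MSY gene ends cannot be told apart from other properties of these loci.

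PacBio depth in the PAR was 1.902 times that of the MSY outside the centromere. This is consistent with reads of the X copy of the PAR being placed on the Y, which would give a ratio near 2, so that PAR levels may average the X and Y copies. A ratio of 1 was outside the interval of 1.83 to 2. No biological explanation was tested.

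A stretch of 140 kb in the long arm, the longest PacBio dip, had a PacBio level of 24.8% against 43.2% in the 500 kb on either side, and an ONT level of 21.3% against 35.4%. Its depth was 49.5 reads per CpG against 47.7, and its median number of CpGs per bin was 35.5 against 39. The nearest annotated gene lay 108.3 kb away.

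Depth exceeded 500 reads at 52 CpGs in 4 places. The deepest CpG, at 6852513, had 5050 reads. The 7 such CpGs around it had a mean of 29.6% on PacBio and 67.7% on ONT.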
